A study of Arabidopsis thaliana with 6 samples. Its data were reported in "The DNA methylation landscape of the root‐knot nematode‐induced pseudo‐organ, the gall, in Arabidopsis, is dynamic, contrasting over time, and critically important for successful parasitism" (2022).

How the data were processed

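The data are RNA-seq libraries from roots of Arabidopsis thaliana Col-0. Galls, the swellings that the root-knot nematode Meloidogyne javanica induces around its feeding site, were collected at 3 d post-infection (dpi), and uninfected root segments were collected as controls (RC). The labels name 3 gall and 3 RC samples, each a pool of several experiments. Libraries were made with a stranded mRNA kit and sequenced as paired 150-base reads.

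The authors checked the reads with FastQC 0.11.8, trimmed them with BBDuk 38.39 and mapped them with STAR 2.7.0d, allowing up to 7 mismatches and up to 5 loci, to the A. thaliana (TAIR10) and M. javanica genomes together. The authors then counted reads per gene with HTSeq 0.11.2. The annotation and the strand setting of the counting are not given in the sources used here. The deposited signal values are these gene counts divided by size factors that the authors estimated with DESeq2 1.20.0 in R 3.5.2, and they are called normalised counts here. A 2nd deposited table holds the authors' own comparison of galls with RC, with a base mean, a log2 fold change and its standard error, a test score, and a p-value with its adjusted value per gene. It is called the authors' deposited table, and no SD or n is given with its values.

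In each library every normalised count was a whole multiple of 1 step, the value of 1 read, so whole reads could be recovered for 100% of the values at a tolerance of 0.01 reads. The size factors so obtained were 0.605, 0.606 and 0.503 for galls 1 to 3 and 0.721, 0.591 and 0.661 for RC 1 to 3. A single read was therefore worth between 1.39 and 1.99 normalised counts. The tables list 38194 genes, of which 24492 had a read in at least 1 library. Gene classes, symbols and coordinates came from the TAIR10.1 annotation, to which all nuclear identifiers (37898) were matched. The other 296 identifiers were chloroplast (134) and mitochondrial (162) genes, which carry no annotation here. No identifier belonged to the nematode, so its share of the reads was not analysed here.

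The comparison was made with limma 3.58.1 in R 4.3.3, with the mean-variance trend, on log2 of the normalised count plus a pseudocount of 1. The test was two-sided, had no covariate, and was adjusted by the Benjamini-Hochberg method over the 19680 genes with a mean of at least 10 normalised counts over the 6 libraries. Fold changes are gall over RC on this scale, where the pseudocount, and any library without reads, can move the values of genes with few reads either way. A gene was called past the threshold, as in the study's methods, at an adjusted p below 0.01 with an absolute log2 fold change above 0.5. A 2nd count used an adjusted p below 0.05 with no fold limit.

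Gene lists were tested with camera at a preset correlation of 0.01 between genes, adjusted over 9 planned sets. The same sets were tested with fry and with camera at an estimated correlation. Camera asks whether a list differs from the other genes tested, and fry whether its genes change at all. Where many genes change, a fry call alone therefore does not set a list apart. The 9 sets were DNA methylation pathway genes, M-phase genes, S-phase genes, photosynthesis genes, alpha-expansins, the study's genes with a differentially methylated region (DMR) in the gene body or in the promoter, transposable element genes and non-coding RNA genes. Besides these, 8 genes that a supplementary table names as checked by qPCR were followed one by one. The annotation has no class for transposable element genes, so pseudogenes whose names or descriptions give an element were taken, a definition made after the tables had been opened. A further family of 6 sets, not among the planned results, held other pseudogenes, 4 lists of marker genes (root hair, endodermis, phloem and xylem) and a list of root tip regulators. Shares of single libraries were compared by an exact permutation test, and tables of counts by Fisher's exact test.

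Genes named in the text were chosen by a rule. It takes the 5 genes with the highest and the 5 with the lowest log2 fold change among genes past the threshold, with a mean of at least 100 normalised counts and no overlap between the groups. It then takes MET1, CMT2, CMT3, DRM1, DRM2 and ROS1. It adds the member with the largest absolute log2 fold change of the M-phase, S-phase, photosynthesis, alpha-expansin and, besides those 6 genes, methylation lists, then the 8 genes checked by qPCR and the 2 most changed members of each DMR list. Last come the highest and lowest genes past the threshold among transposable element and non-coding RNA genes. Other genes are named only where the text says that they were chosen after their values were seen. Exons of the 37 named genes were searched against the genome with BLAST 2.17.0 for other stretches of at least 100 bp at 95% identity or more, and 5 genes had one. Another gene overlapped 3 of the named genes.

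The groups, tests, planned lists, naming rule and most alternatives were fixed before the data were examined, except the definition of transposable element genes. The alternatives were pseudocounts of 0.5 and 5, no filter or a mean of at least 50, TMM scaling, quantile normalisation, no mean-variance trend, a fold limit of 0.5 inside the test (limma treat), the replicate number as a block, each library left out in turn, and edgeR 4.0.16, DESeq2 1.42.0 and limma-voom on the recovered reads. A correction for GC content and exonic length (loess, span 0.5) and thinning of every library to 8268116 reads were added after seeing the data, and so was the set of other pseudogenes.

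Reads in genes numbered from 8268116 to 12909798 per library, and the RC libraries were all deeper than the gall libraries. For a gene with no read in a group, the fold change is given as a bound computed from 3 reads over the group, and for a gene with 1 to 3 reads as a ratio with its 95% counting interval. Reads are not independent molecules, so bounds and intervals cover counting error only. The steps were tested on simulated counts with 200 of 19680 genes changed. There limma-trend called 128 (64%) of the changed genes, none in the wrong direction, and 4 unchanged genes. On the same simulated counts edgeR called 133 and 6, DESeq2 144 and 8, and limma-voom 127 and 4. With no gene changed, limma-trend called 1 gene at this threshold, and edgeR, DESeq2 and limma-voom called 1, 2 and 1. Far more genes were past the threshold in the data (5941) than were changed in the simulation. The simulated shares of found and false calls therefore need not hold for the data.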

Results

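RNA-seq was used to compare galls that Meloidogyne javanica had induced in Arabidopsis roots with uninfected root segments (RC) at 3 dpi, with 3 libraries per group. Reads in genes numbered 10103524, 10248511 and 8268116 in galls 1 to 3, and 12909798, 11043501 and 12346803 in RC 1 to 3. The most abundant gene, AT3G09260, took between 2.41% and 3.14% of the reads of a library, and the top 10 genes together took between 5.55% and 7.34%. Spearman correlations of the 19680 tested genes between libraries, which are across genes and not across independent replicates, were 0.972 to 0.982 within galls, 0.984 to 0.991 within RC and 0.890 to 0.918 between the groups. The chi-square per degree of freedom of the recovered reads was 6.89 or more within each group, so no pair of libraries was as alike as 2 counts of a single library would be. The 1st principal component held 73.1% of the variance and separated galls from RC. The 2nd, with 9.91%, spread the gall libraries.

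The main question of the design was which genes differed between galls and RC. A total of 5941 genes (30.2% of those tested) were past the threshold in limma-trend, of which 2871 were higher and 3070 lower in galls. At an adjusted p below 0.05 with no fold limit there were 9274 genes. For 5936 of the 5941 genes the gall and RC values did not overlap. Among all genes tested, 57.0% (11223) did not overlap, against 10% that chance gives for 3 against 3. Log2 fold changes past the threshold ranged from −5.55 to 8.95 with a median absolute value of 1.06, and 1132 genes had an absolute value above 2. Recovered reads gave 5930 genes in edgeR and 6392 in DESeq2. The alternative that moved the count most was a fold limit inside the test, which left 2174 genes.

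Among genes with a mean of at least 100 normalised counts, the 5 highest fold changes belonged to protein-coding genes that no other gene overlaps. MLP423 (AT1G24020; TAIR10.1 chromosome 1, 8500119 to 8502065, 3 exons) had 507 ± 141 normalised counts in galls (SD, n = 3) and no read in RC, which is at least 338-fold higher from 3 reads over the RC libraries. Its fitted log2 fold change was 8.95 (SE 0.45, adjusted p = 3.70e-07), which depends on the pseudocount and was 6.64 with a pseudocount of 5. MLP28 (AT1G70830; chromosome 1, 26709889 to 26711587, 3 exons) had 400.5 ± 91.4 in galls (SD, n = 3) and again no read in RC, at least 259-fold higher, with a fitted log2 fold change of 8.63 (SE 0.47, adjusted p = 5.42e-07). AT4G33560 (chromosome 4, 16135157 to 16135921, 1 exon) rose from 7.46 ± 3.33 to 3282 ± 1673 (SD, n = 3), a log2 fold change of 8.54 (SE 0.39, adjusted p = 2.69e-07). AT2G17850 (chromosome 2, 7760005 to 7760839, 2 exons) rose from 3.32 ± 3.47 to 1315 ± 925 (SD, n = 3), a log2 fold change of 8.39 (SE 0.75, adjusted p = 1.08e-05). It was not past the threshold in limma-voom, where its adjusted p of 0.0381 was the highest of its alternatives, the lowest being 1.03e-13. XTH11 (AT3G48580; chromosome 3, 18007098 to 18008535, 3 exons) had 487 ± 323 in galls (SD, n = 3) and a single read in RC, a ratio of 997 with a counting interval from 178 to 39430, and a fitted log2 fold change of 8.21 (SE 0.64, adjusted p = 4.59e-06).

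The 5 lowest fold changes were also in protein-coding genes that no other gene overlaps. AT5G33355 (chromosome 5, 12599250 to 12599944, 2 exons) went from 29118 ± 11527 in RC to 612 ± 209 in galls (SD, n = 3), a log2 fold change of −5.55 (SE 0.27, adjusted p = 3.33e-07). Its value is uncertain, since a stretch of 188 bp is 99.5% identical in AT3G59930, which itself had −2.70. UMAMIT26 (AT1G11460; chromosome 1, 3856942 to 3859465, 6 exons) went from 289 ± 14.0 to 17.4 ± 24.7 (SD, n = 3), a log2 fold change of −5.36 (SE 1.03, adjusted p = 0.00164). A near-identical stretch of 119 bp lies in its neighbour UMAMIT27 (−1.40). Gall 2 had no UMAMIT26 read, the value without that library was −3.94, and the gene was no longer past the threshold without gall 1, without the mean-variance trend or in DESeq2. AT2G37870 (chromosome 2, 15859204 to 15859942, 2 exons) went from 585 ± 277 to 18.0 ± 15.8 (SD, n = 3), a log2 fold change of −5.27 (SE 0.66, adjusted p = 0.000110). SNG1 (AT2G22990; chromosome 2, 9786087 to 9790335, 13 exons) went from 376 ± 35.6 to 9.59 ± 4.49 (SD, n = 3), a log2 fold change of −5.25 (SE 0.36, adjusted p = 2.16e-06). HKT1 (AT4G10310; chromosome 4, 6391854 to 6395922, 3 exons) went from 707 ± 134 to 22.8 ± 10.7 (SD, n = 3), a log2 fold change of −4.97 (SE 0.31, adjusted p = 1.29e-06).

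**Figure D1:**
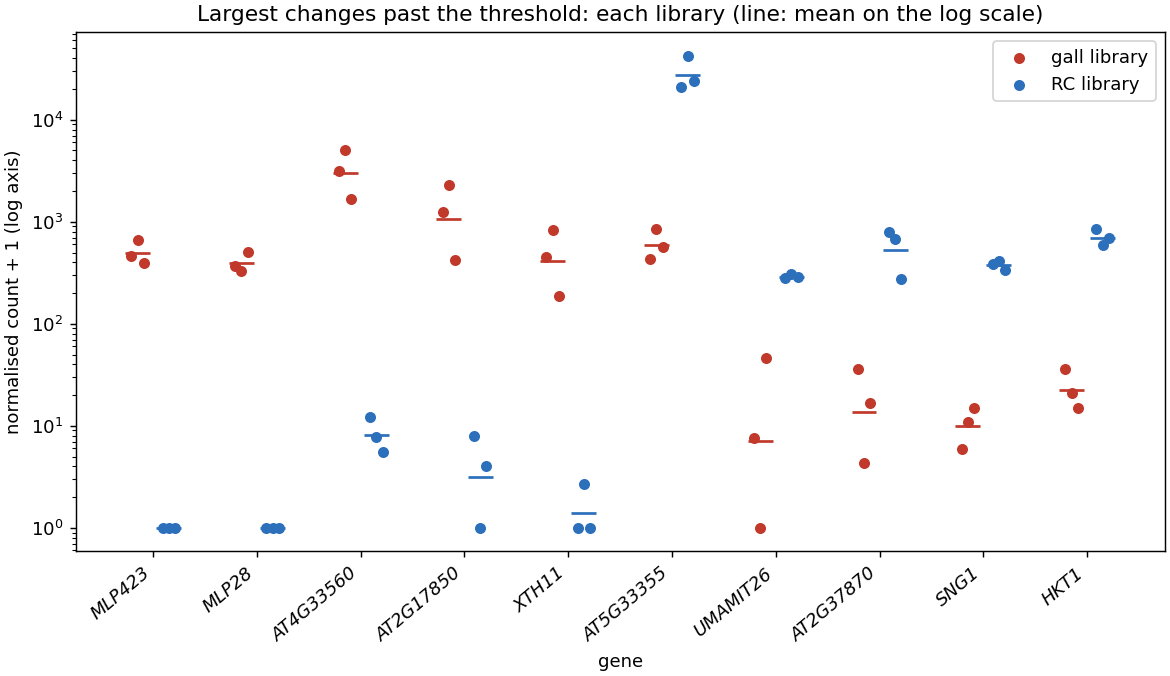
Normalised counts of the 5 most raised and 5 most lowered genes in the 6 libraries, on a log10 axis of the normalised count plus 1, with a point per library and a line at the mean of each group on the log scale. Gall and RC points do not overlap for any of the 10 genes, and MLP423 and MLP28 lie at 0 in the RC libraries.

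The study asked whether genes that set, keep or remove DNA methylation changed in galls. The DNA methyltransferase MET1 (AT5G49160; chromosome 5, 19932114 to 19938470, 12 exons) rose from 452 ± 94.6 normalised counts in RC to 788 ± 89.5 in galls (SD, n = 3), a log2 fold change of 0.81 (SE 0.16, adjusted p = 0.00166). It was not past the threshold without the mean-variance trend, without gall 1 or without RC 2, and its values there stayed between 0.74 and 0.81. The chromomethylase CMT2 (AT4G19020; chromosome 4, 10414428 to 10421265, 23 exons) rose from 201 ± 49.9 to 455 ± 52.1 (SD, n = 3), a log2 fold change of 1.19 (SE 0.19, adjusted p = 0.000458). CMT3 (AT1G69770; chromosome 1, 26248118 to 26253687, 21 exons) rose from 290.2 ± 16.8 to 493 ± 45.6 (SD, n = 3), a log2 fold change of 0.76 (SE 0.13, adjusted p = 0.000872). The de novo methyltransferase DRM2 (AT5G14620; chromosome 5, 4715105 to 4718704, 10 exons) fell from 652 ± 75.4 to 437 ± 18.0 (SD, n = 3), a log2 fold change of −0.57 (SE 0.12, adjusted p = 0.00354). DRM2 was not past the threshold in 5 alternatives, which were no mean-variance trend and the fits without gall 1, gall 3, RC 2 or RC 3. For the demethylase ROS1 (AT2G36490; chromosome 2, 15307907 to 15314807, 21 exons), 285 ± 54.2 in RC and 216 ± 75.7 in galls (SD, n = 3) differed by a log2 fold change of −0.44 (SE 0.27), which did not pass the test (adjusted p = 0.193) and was −0.13 without gall 2. DRM1 (AT5G15380; chromosome 5, 4991347 to 4994924, 10 exons) had 7, 15 and 9 reads in the galls and 1 read in RC, a mean of 9.32 normalised counts, just under the filter. The ratio was 35.7 with a counting interval from 5.95 to 1455, and with no filter its log2 fold change was 3.72 (SE 0.67, adjusted p = 0.00118).

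**Figure D2:**
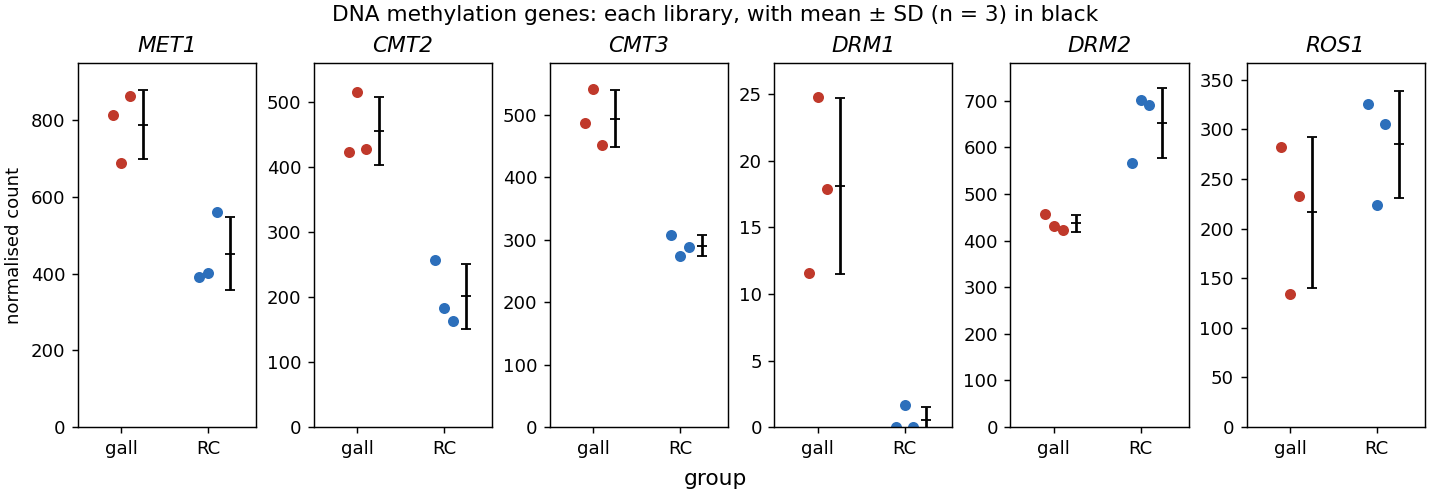
Normalised counts of the 6 methylation genes in the 6 libraries, with a point per library and the mean ± SD of each group (n = 3). MET1, CMT2, CMT3 and DRM1 are higher in galls, DRM2 is lower, and the groups overlap for ROS1.

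Of the 38 genes of the methylation pathway list, 36 were tested, and 12 of them were past the threshold, 11 higher in galls and 1 (DRM2) lower. Adjusted over the list alone the number was also 12. Among the 36 tested genes the largest change was that of CLSY1 (1.78, adjusted p = 9.07e-06). The median log2 fold change of the list was 0.24 and its mean 0.32, with 25 of 36 genes higher (camera adjusted p = 0.0184). The alternative that moved the median most was edgeR on recovered reads, at 0.31.

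Genes of the cell cycle, of photosynthesis and of cell-wall loosening were compared as lists. All 18 M-phase genes were higher in galls, 15 of them past the threshold and 16 when adjusted over the list alone, with a median log2 fold change of 1.04 (camera adjusted p = 6.10e-07). CDKB1;1 had the largest change (1.59, adjusted p = 1.77e-05), and it overlaps a gene beside it. All 16 S-phase genes were higher, 12 past the threshold and 13 adjusted over the list alone, with a median of 1.13 (camera adjusted p = 7.37e-07) and the largest change in MCM2 (1.67, adjusted p = 3.12e-05). Of 19 alpha-expansins 15 were tested and 11 were past the threshold over all genes and also adjusted over the list alone, all of these higher in galls. Their median was 1.71 (camera adjusted p = 1.02e-05), led by EXPA1 (4.46, adjusted p = 3.33e-07). All 17 photosynthesis genes tested of the 20 listed were lower, 7 past the threshold and 8 adjusted over the list alone, with a median of −0.80 and a mean of −1.13 (camera adjusted p = 0.000380). The size of that median rested in part on RC 1, without which it was −0.53. The most lowered member was LHCB1.3 (−2.71, adjusted p = 5.69e-06), an uncertain value because long stretches of LHCB1.1 and LHCB1.2 are near-identical to it. LHCB1.3 also overlaps a gene beside it. The directions of these lists were the same under TMM scaling and quantile normalisation.

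Camera assumes a preset correlation between the genes of a list. Under fry the methylation (adjusted p = 0.00404), M-phase (adjusted p = 0.00233), S-phase (adjusted p = 0.00107) and alpha-expansin (adjusted p = 0.000262) calls held, and the photosynthesis call did not (adjusted p = 0.0655). With the correlation estimated from the data, which was 0.866 for photosynthesis, no list of the 9 passed 0.05 in camera. The lowest value was that of the alpha-expansins (adjusted p = 0.0968). Their estimated correlation was 0.0151, close to the preset 0.01, so correlation between genes alone cannot account for this loss. The 2 forms of the test differ in more than the correlation, and the loss does not show that correlation undoes the calls.

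**Figure D3:**
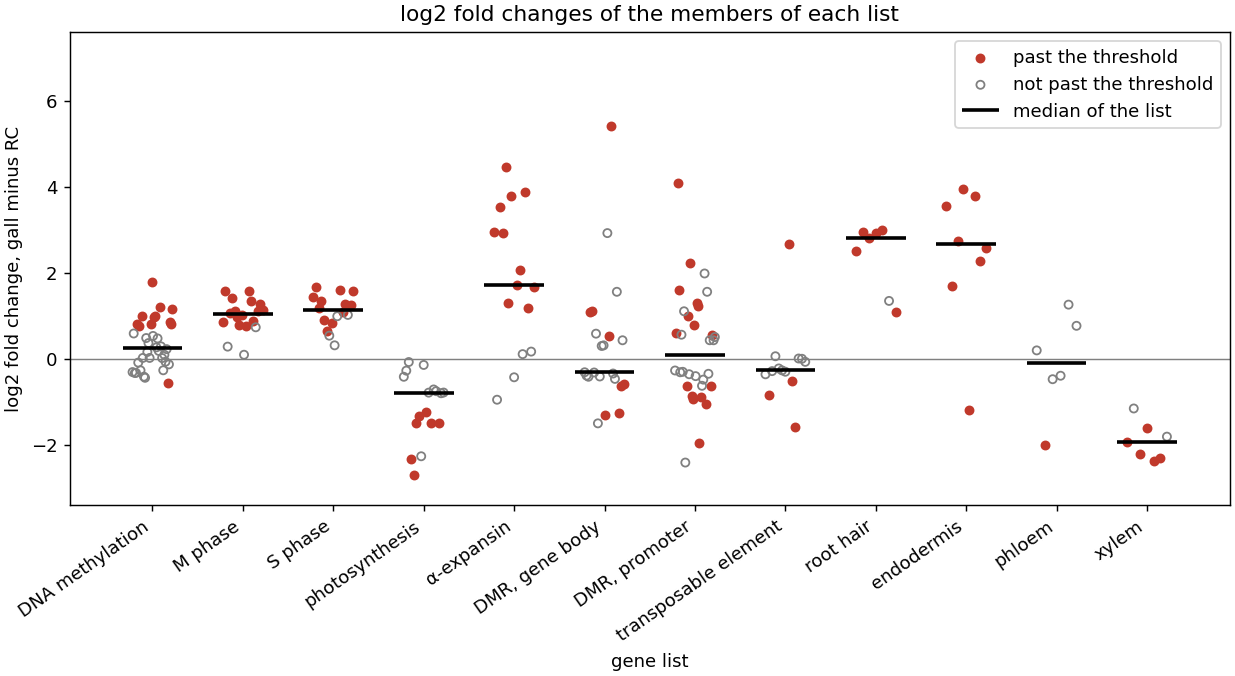
Log2 fold change, gall minus RC, of each tested member of the gene lists, with a point per gene, filled where it is past the threshold, and a line at the median of each list. M-phase, S-phase and alpha-expansin medians lie at 1.04, 1.13 and 1.71, the photosynthesis median at −0.80, and members of both DMR lists lie on both sides of 0.

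The study picked genes with a DMR and a change in expression from these libraries, so the number of calls in the DMR lists is not independent evidence. Of 23 genes with a DMR in the gene body 22 were tested, and 20 had an adjusted p below 0.05 over all genes and 22 when adjusted over the list alone. At the stricter threshold there were 4 higher and 4 lower over all genes, and 10 genes adjusted over the list alone. The 8, of which all but LCR25 were chosen after their values were seen, were LCR25, MCM10, RPA32B and NET1B (higher) and AT3G45840, HCF136, EMB2820 and PRH75 (lower). The median of the list was −0.32, also with LCR25 at its bound, while its mean was 0.29. Camera gave a downward (adjusted p = 0.801) and fry an upward direction (adjusted p = 0.534), and neither passed. LCR25 (AT4G29305) had no read in RC and was at least 33.4-fold higher in galls, with a fitted log2 fold change of 5.43 (adjusted p = 0.000435). AT4G08400 had 2.92 (adjusted p = 0.0219) and was not past the threshold, although with no filter it was (adjusted p = 0.00916, the lowest of its alternatives, the highest being 0.0784).

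Of 33 genes with a DMR in the promoter 32 were tested, with 22 at an adjusted p below 0.05 over all genes and 32 when adjusted over the list alone. At the stricter threshold 9 were higher and 7 lower, and 16 passed adjusted over the list alone. AT5G06195, EMB2820, ETR1 and KASI, named after their values were seen, are in both DMR lists, so the tests of the lists share 4 genes. The median was 0.08 and the mean 0.23 (camera adjusted p = 0.627), and the filter moved the median most, to −0.27 with a mean of at least 50 normalised counts and to 0.43 with no filter. Fry gave an adjusted p of 0.0346, which is no independent evidence, since the study chose these genes for a change in these libraries. AT1G44970 had the largest change (4.10, adjusted p = 6.84e-07). TCP10 fell by 2.42 on the log2 scale (adjusted p = 0.0678) and was not past the threshold, and without gall 2, which had no TCP10 read, it fell by 1.07. Whether the direction of methylation goes with that of expression was compared within each list by a two-sided Fisher's exact test. In the gene body list 8 of 15 hypermethylated and 2 of 7 hypomethylated genes were higher in galls (53.3% and 28.6%), and in the promoter list 14 of 25 and 2 of 7 (56.0% and 28.6%). Neither difference, of 24.8 and 27.4 percentage points, could be told from chance (Fisher's exact p = 0.381 and p = 0.394, both 0.394 when adjusted over the 2 tests). The alternative that moved them most was a mean of at least 50, which gave 16.9 and 40.5 points.

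The supplement of the study names some genes as checked by qPCR. All 8 of them were past the threshold here. MP (1.66, adjusted p = 2.43e-06, overlapping a gene beside it), NIA2 (3.57, adjusted p = 6.92e-07), CYCA1;1 (1.41, adjusted p = 0.000147) and EXPA6 (3.79, adjusted p = 1.42e-07) were higher in galls. AOX1A (−1.17, adjusted p = 0.000172), TIP2 (AT3G26520; −1.20, adjusted p = 0.000115), RR5 (−1.08, adjusted p = 1.14e-05) and AT3G11280 (−0.53, adjusted p = 0.00157) were lower. AT3G11280 lies at the fold limit and missed the threshold in 8 of 19 alternatives, among them edgeR, DESeq2, TMM scaling and quantile normalisation, with values from −0.58 to −0.42.

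Transposable elements were of interest because the study found that methylation in early galls targets them by preference. Of 35 genes with the name of an element 18 had a read and 13 were tested, and 1 was higher and 3 lower past the threshold, 4 also when adjusted over the list alone. All 13 carry SADHU or MUG names. The list therefore does not test the GYPSY retrotransposons that prevailed among the study's methylated elements, or the retrotransposons that it measured by qPCR. SADHU5-1 rose (2.66, adjusted p = 0.000371), and SADHU1-3 (−1.59, adjusted p = 0.00221) fell, as did SADHU1-1 (−0.84) and MUG4 (−0.53), both named after their values were seen. Near-identical copies of SADHU5-1 and SADHU1-3 lie elsewhere in the genome, so both values are uncertain, and SADHU1-3 was not past the threshold without gall 1, RC 2 or RC 3 or without the mean-variance trend. The median of the 13 genes was −0.27 (camera adjusted p = 0.416, fry adjusted p = 0.0127), and −0.16 without RC 3. The fry value concerns these genes alone, and by camera the list could not be told apart from the other genes tested.

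Of 4982 non-coding RNA genes 1418 had a read and 420 were tested, and 42 were higher and 48 lower past the threshold (21.4%), 80 when adjusted over the list alone. Of the protein-coding genes tested, 30.5% were past it. The median of the class was 0.06, also with the gene lacking reads in a group at its bound, and the mean was 0.16 (camera adjusted p = 0.801, fry adjusted p = 0.231). The sign of that median changed under quantile normalisation, GC and length correction and a mean of at least 50, and without RC 1 or RC 3, so no direction is given. AT1G67105 had the highest change (5.67, adjusted p = 1.70e-06). AT3G14185 had the lowest of those past the threshold (−3.65, adjusted p = 0.00640) and missed it in 6 alternatives, which were a pseudocount of 0.5, no mean-variance trend and the fits without gall 1, RC 1, RC 2 or RC 3. The counting kept the strands apart, since 158 of 499 non-coding genes that lie inside exons on the other strand of a protein-coding gene had reads, against 0 of 43 on the same strand.

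Organelle transcripts made up 0.0148% ± 0.00307 of the normalised counts in galls and 0.0165% ± 0.00541 in RC (SD, n = 3), from 1196 to 2749 reads per library. The libraries were made with an mRNA kit, so this small share is not taken as a measure of organelles in the tissue. The difference of −0.00172 percentage points was smaller than the SD of either group (exact permutation test, two-sided, p = 0.7, where the smallest possible is 0.1). Nearly all of the share was mitochondrial (0.0144% in galls and 0.0160% in RC). Chloroplast transcripts, from 23 to 71 reads per library, were lower in every gall library than in any RC library (0.000360% ± 0.000119 and 0.000523% ± 4.51e-05, SD, n = 3, exact permutation p = 0.1, the smallest possible). The difference of all organelle transcripts changed sign without the most abundant gene, ATMG00020 (0.000679), and without RC 3 (0.00116).

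**Figure D4:**
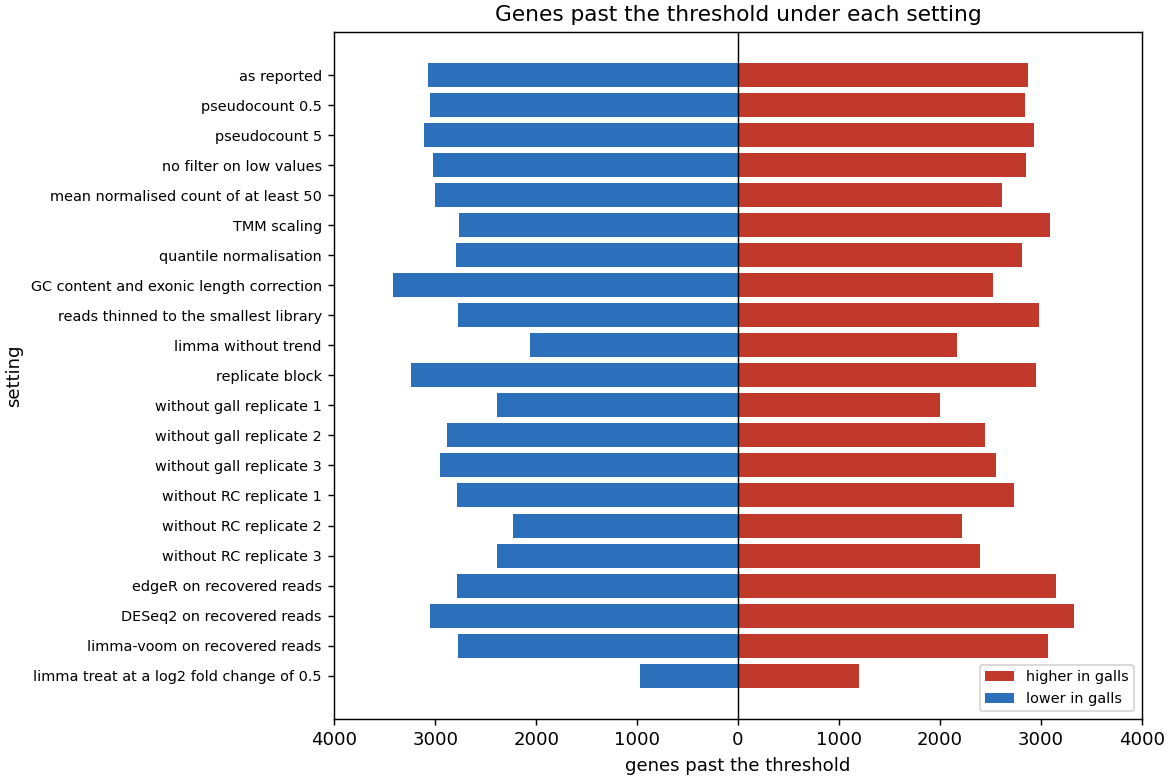
Number of genes past the threshold, higher and lower in galls, as reported and under each alternative, as bars that start at 0. The counts of calls lie between 4232 and 6392 with the 6 libraries, except 2174 with the fold limit inside the test, and between 4390 and 5521 with a library left out.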

Values the study reported

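The study reported that 15 out of 16 key genes of the methylation pathways were upregulated in galls at 3 dpi. It counted 23 differentially expressed genes among the 99 genes that overlapped a DMR, and 33 among the 100 genes with a DMR in the promoter, at an adjusted P below 0.05. For AT1G44970 it listed a log2 fold change of 4.13.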

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

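The tests of another scaling and of further libraries as the source of the base means below, the comparison at other tolerances and the absolute differences of fold changes were chosen only after the result was seen. In the authors' deposited table, 2986 of the 13702 genes with no read in any of the 6 libraries nevertheless have a base mean above 0. This was singled out because it is a signal in a table that the comparisons of the report do not use, for genes where a count of 0 allows none. Another scaling of the same 6 libraries cannot be the cause, since any scaling leaves these 2986 genes at 0.

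Further libraries in the fit behind the authors' deposited table could give the 2986 genes such values, and the tables bear this out. Over all genes with a read, the lowest ratio of the base mean in the authors' deposited table to the mean of the 6 libraries is 0.500, reached by 472 genes at a tolerance of 1e-06 (473 at 1e-04 and 536 at 0.01) and undercut by 0 at each tolerance, which is what 12 libraries in all would give. Multiplied by these 12 libraries and compared at 5 decimals, the base means of these genes that are under 2 times the lowest, and so stand for a single read, take 6 distinct values, as 6 further libraries would give, and 1153 genes lie at them. Comparison at 4, 6 or 7 decimals also gives 6 values and 1153 genes, while 2 and 3 decimals, too coarse for values as close as 0.00116, give 5 and 7 values. The size factors that the single-read values imply for the further libraries are between 1.52 and 2.05. What those libraries were is not known here, and no biological explanation was tested.

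The authors' deposited table also has more genes past the threshold, 7458 (3809 higher and 3649 lower in galls), and 11034 at an adjusted p below 0.05. DESeq2 on the 6 libraries gave 6392 with the filter used here and 6297 without one. The standard errors in the authors' deposited table are smaller, with a smaller value than in DESeq2 on the 6 libraries for 87.2% of genes. The fold changes of DESeq2 on the 6 libraries and of the authors' deposited table differ little, by a median absolute value of 0.03 and by less than the standard error for 100% of genes. The signed median, table minus DESeq2, is −0.03, so most of this small difference goes in 1 direction. Smaller errors at much the same fold changes, with a median ratio of 0.800, are what further libraries in a fit could give. Of the 5941 calls made here, 5874 (98.9%) are also past the threshold in the authors' deposited table, all in the same direction. That table shares its 6 libraries with the fits here, so the overlap is not an independent test. The normalised counts used here are also scaled otherwise than from the 6 libraries alone. Their size factors are 0.611 to 0.615 times those from the 6 libraries for galls, and 0.599 to 0.603 times for RC. This sets gall values slightly lower against RC. The share of calls higher in galls was 48.3% on this scaling, 52.8% with TMM scaling and 52.2% in DESeq2.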

How the results depend on the processing

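The thinning of reads, the correction for GC content and length, and the set of other pseudogenes were chosen only after the data were seen. The counts of genes past the threshold stayed within 1.5 times of 5941 in every alternative except the fold limit inside the test, which asks for more than the threshold does. It left 2174 genes, 1200 higher and 974 lower in galls. The other alternatives with 6 libraries gave from 4232 (no mean-variance trend) to 6392 (DESeq2). Leaving out each library in turn gave 4390 to 5521 genes, 2005 to 2734 of them higher and 2234 to 2956 lower, and 7511 to 8943 at an adjusted p below 0.05. No gene called as reported was called in the opposite direction under any alternative. The share of calls that were higher in galls was 48.3% as reported, and between 42.4% (GC content and length correction) and 55.2% (fold limit inside the test) otherwise.

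Gall and RC libraries share replicate numbers, but no consistent pairing by number was seen. The deviations of libraries with the same number from their group means correlated at 0.132, −0.00818 and −0.00900. Those of libraries with different numbers correlated at −0.108 to 0.0925. A pairing of libraries is not excluded by so few values. With the number as a block 6196 genes were past the threshold (2951 higher, 3245 lower), and 9415 had an adjusted p below 0.05.

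The medians of the methylation, M-phase, S-phase, photosynthesis and alpha-expansin lists kept their direction under every alternative, and stayed past 0.05 in camera at its preset correlation, though at the estimated correlation none did. Their ranges were 0.21 to 0.31, 0.89 to 1.16, 1.08 to 1.24, −1.15 to −0.53 and 1.60 to 2.06. The gene body DMR list (−0.35 to −0.20), transposable element genes (−0.34 to −0.16) and other pseudogenes (−0.25 to −0.02) kept their direction and were past 0.05 in camera under none. The median of the promoter DMR list was 0.05 to 0.09 with a library left out and changed sign at a mean of at least 50 normalised counts (−0.27), where fewer genes are tested. For non-coding RNA genes the median changed sign at a mean of at least 50 (−0.24), with quantile normalisation (−0.28) and with the GC content and length correction (−0.23), and with a library left out it was −0.0170 to 0.0903, negative without RC 1 and without RC 3. Apart from the fewer genes tested at a mean of at least 50, the cause was not tested.

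The organelle share changed sign without its most abundant gene (0.000679), which alone held more than the difference, and ranged from −0.00421 to 0.00116 with a library left out, the cause not being tested. A share of recovered reads is the same number by construction. The difference between hypermethylated and hypomethylated genes was 24.8 points (gene body) and 27.4 points (promoter) whichever library was left out, and stayed above 0 under every alternative.

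The 36 tested genes named by the rule gave 680 values under the alternatives, of which 649 kept direction and side of the threshold, 30 (in 7 genes) were no longer past it, 1 was newly past it (AT4G08400 with no filter) and 0 changed direction. LCR25, AT4G08400, TCP10 and AT3G14185 gave no value at a mean of at least 50, since they lie below it.

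Genes with no or few reads could not be compared, and whether depth or another cause left them so was not tested. Of the 38194 genes listed, 13702 had no read, and 19680 were tested. Among transposable element genes 13 of 35 were tested, and among non-coding RNA genes 420 of 4982, so most of both classes lies out of reach. The share of nematode reads was not run, since no nematode gene is listed.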

Other observations

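In this part, the comparison of marker lists for a lower share of a main cell type, the pairs of genes on 2 strands, the thinning of reads and the correction for GC content and length were tests chosen only after the result was seen. The split of the 6 libraries into galls and RC was set beside the other ways to divide them 3 and 3. The real split alone, 1 of 10, gave as many genes past the threshold, in total and in each direction, and as many at an adjusted p below 0.05, and the other splits gave 0 genes. It was also the only one, 1 of 10, with medians as large for the methylation, M-phase, S-phase, alpha-expansin and gene body DMR lists, transposable element genes and non-coding RNA genes. For photosynthesis 2 of 10 splits gave a median as large, and for the promoter DMR list 4 of 10. With 10 splits in all, the real one is never less than 1 of 10, so the splits alone cannot exclude chance for any of them.

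The RC libraries were deeper than the gall libraries. With every library thinned to the smallest, 5764 genes were past the threshold, so depth does not account for the 5941. With the trends on GC content and exonic length removed there were 5947, so these do not account for the count either. Spearman correlations across the 19674 genes with values, which are not independent replicates, were −0.0591 between log2 fold change and GC content and −0.0967 with length.

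Marker lists moved apart. Of 9 endodermis markers 8 were tested, and 7 were higher and 1 (SCR, −1.19) lower past the threshold, with a median log2 fold change of 2.66 (camera adjusted p = 0.000735, fry adjusted p = 0.00735). All 7 root hair markers were higher, 6 past the threshold, with a median of 2.82 (camera adjusted p = 0.00215, fry adjusted p = 0.0109). All 7 xylem markers were lower, and CESA4, CESA7, CESA8, XCP1 and XCP2 were past the threshold, with a median of −1.95 (camera adjusted p = 0.000735, fry adjusted p = 0.00586). Of 6 phloem markers only SUC2 (−2.02) was past it, and the median was −0.10 (camera adjusted p = 0.649). Counts adjusted over the list alone were 8, 6, 6 and 1 for endodermis, root hair, xylem and phloem. Genes named here were chosen after their values were seen, and EXPA7 and EXPA18 are root hair markers as well as alpha-expansins. With the correlation between genes estimated from the data no marker list passed 0.05 (adjusted p = 0.392 for endodermis, root hair and xylem). Over all alternatives the endodermis median stayed between 2.42 and 2.92, the root hair median between 2.13 and 3.30 and the xylem median between −2.22 and −1.86. The phloem median ranged from −0.44 (a mean of at least 50) to 0.06, and it was above 0 without gall 2 (0.03) and without RC 1 (0.06), so no direction is given for it.

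A lower share of a main cell type other than xylem would raise xylem markers along with those of the remaining types. It is argued against by the xylem median of −1.95 beside the endodermis and root hair medians above 2, with SDs of library medians of at most 0.805. A lower share of xylem itself, alone or with other types, would lower xylem markers, so these values do not exclude it. Depth, and bias from GC content and length, are argued against by endodermis medians of 2.71 after thinning and 2.51 after the GC content and length correction. Gall segments from a younger zone of the root than the controls could also lower xylem markers. Of 7 root tip regulators, a list set up to test this, 1 (PLT3, 2.51) was higher and 1 (JKD, −0.96) lower past the threshold, with a median of 0.30 (camera adjusted p = 0.580, fry adjusted p = 0.0109). That median was 0.58 without gall 2 and 0.19 without RC 1, and came close to 0 with quantile normalisation (0.02) and the GC content and length correction (0.03). Members that go both ways and a median that moves this much decide nothing, so a younger zone cannot be told apart from a change of cells in the gall, which stays open and was not tested.

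Non-coding RNA genes were past the threshold less often (21.4%) than protein-coding genes (30.5%). Their read counts are lower, with a median of 40.9 mean normalised counts against 340.4. Protein-coding genes drawn at the same level were past the threshold in 19.8% of cases on average (95% of 10000 draws between 16.4% and 23.6%), so lower counts are likely enough to give this difference.

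For 153 non-coding RNA genes a tested protein-coding gene lies on the other strand. The log2 fold changes of these pairs had a Spearman rho of 0.151 across genes, which are not independent replicates (permutation p = 0.0631), and 57.5% of the pairs had the same sign. Whether a change is shared between the 2 strands of a locus cannot be told apart from none with so few pairs.

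Other pseudogenes, a set added after seeing the data, had 7 higher and 5 lower of 69 past the threshold, and 7 when adjusted over the list alone. Their median was −0.11, while their mean was 0.07 and camera and fry gave an upward direction (camera adjusted p = 0.978, fry adjusted p = 0.893).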
